# Establishing the contribution of active histone methylation marks to the aging transcriptional landscape of Drosophila photoreceptors

**DOI:** 10.1038/s41598-023-32273-5

**Published:** 2023-03-29

**Authors:** Juan Jauregui-Lozano, Sarah E. McGovern, Kimaya M. Bakhle, Arrianna C. Hagins, Vikki M. Weake

**Keywords:** Epigenetics in the nervous system, Neural ageing, Epigenetics, Epigenomics, Gene expression, Epigenetics analysis, Gene expression analysis, Histone post-translational modifications

## Abstract

Studies in multiple organisms have shown that aging is accompanied by several molecular phenotypes that include dysregulation of chromatin. Since chromatin regulates DNA-based processes such as transcription, alterations in chromatin modifications could impact the transcriptome and function of aging cells. In flies, as in mammals, the aging eye undergoes changes in gene expression that correlate with declining visual function and increased risk of retinal degeneration. However, the causes of these transcriptome changes are poorly understood. Here, we profiled chromatin marks associated with active transcription in the aging *Drosophila* eye to understand how chromatin modulates transcriptional outputs. We found that both H3K4me3 and H3K36me3 globally decrease across all actively expressed genes with age. However, we found no correlation with changes in differential gene expression. Downregulation of the H3K36me3 methyltransferase Set2 in young photoreceptors revealed significant changes in splicing events that overlapped significantly with those observed in aging photoreceptors. These overlapping splicing events impacted multiple genes involved in phototransduction and neuronal function. Since proper splicing is essential for visual behavior, and because aging *Drosophila* undergo a decrease in visual function, our data suggest that H3K36me3 could play a role in maintaining visual function in the aging eye through regulating alternative splicing.

## Introduction

Eukaryotic genomes are organized into a nucleoprotein structure termed chromatin that governs access to the underlying DNA, and thereby plays a key role in regulating processes such as transcription, replication, and DNA repair^1,2^. During aging, chromatin structure often becomes dysregulated, and these changes are considered to be one of the nine “Hallmarks of Aging”^3^. In the aging eye, cells in the retina undergo changes in DNA methylation and gene expression that correlate with decreased visual function and increased cell death^3–7^. Moreover, epigenetic mechanisms are implicated in the development and pathology of ocular diseases such as age-related macular degeneration^8,9^. These data suggest that the disruption of the chromatin landscape in the aging eye contributes to changes in its transcriptome, potentially increasing the risk of ocular disease.

Histone methylation is one of the most prevalent and well characterized chromatin modifications, and plays an important role in regulating processes including transcription and splicing^10,11^. During different stages of the transcription cycle, the N-terminal tail of histone H3 is subject to tri-methylation on two specific lysine residues, Lys-4 (H3K4me3) and Lys-36 (H3K36me3)^12–14^. Thus, H3K4me3 and H3K36me3 mark actively expressed genes and their levels broadly correlate with transcript levels in many cell types including photoreceptors^15,16^. *Drosophila melanogaster* provides a simplified model in which to study the role of these active histone methyl marks because there is less redundancy in the enzymes that deposit these marks relative to humans. In flies, there are four enzymes that methylate H3K4: Ash1 generates H3K4me2, while Trx, Trr (human MLL3/4), and Set1 (human SET1A/B) are responsible for tri-methylation of H3K4^17^, with Set1 depositing the bulk of global H3K4me3 in flies^18,19^. In contrast, only two enzymes methylate H3K36: NSD is responsible for H3K36me2, while Set2 adds the third methyl group to generate H3K36me3^17,20,21^.

Previous microarray based chromatin-immunoprecipitation (ChIP-CHIP) analysis in *Drosophila* heads suggested that H3K4me3 and H3K36me3 levels decreased with age^22^; in contrast, no decreases in repressive histone methyl marks such as H3K27me3 and H3K9me3 were reported^22,23^. H3K4me3 and H3K36me3 have been linked to the regulation of transcription initiation and elongation, respectively. Since photoreceptors experience age-associated changes in transcription factor activity^24,25^, as well as splicing^26,27^, we sought to study how histone methylation contributed to the aging transcriptome. Further, we wondered if decreasing levels of one of these active marks would directly contribute to any of the age-associated changes observed in the transcriptome of aging photoreceptors. Our study reveals that aging photoreceptors undergo decreases in levels of both H3K4me3 and H3K36me3 at all expressed genes, which correlate with decreased chromatin accessibility at promoters, but not with age-associated changes in differential gene expression. Using photoreceptor-specific knockdown of the H3K36me3-methyltransferase, Set2, we show that decreased H3K36me3 does not contribute to age-associated changes in differential gene expression or chromatin accessibility, but instead leads to changes in alternative splicing that overlap significantly with those observed during aging and include many gene targets involved in visual function. These data demonstrate that the dysregulation of specific chromatin marks during aging can contribute to distinct effects on gene expression profiles. Thus, we propose that alternations in multiple chromatin marks in the aging eye likely disrupt cellular and tissue homeostasis and may contribute to the increased risk of ocular disease with age.

## Results

### Aging photoreceptors experience genome-wide changes in H3K4me3 and H3K36me3 distribution

We sought to examine photoreceptor-specific changes in two active histone methylation marks during aging: H3K4me3 and H3K36me3. In *Drosophila,* as well as other animals, H3K4me3 is deposited around the transcription start site (TSS) of actively expressed genes (Fig. 1A), corresponding with the association of Set1-containing histone methylation complexes with the initiating RNA polymerase II. In contrast, H3K36me3, which is deposited by Set2 associated with the elongating RNA polymerase II, is enriched over the gene bodies of actively expressed genes, with higher levels towards the 3′ end of the gene (Fig. 1A). To profile these histone marks in photoreceptors, we purified photoreceptor nuclei from *Rh1-Gal4* > *UAS-GFP*^*KASH*^ flies, which express Green Fluorescent Protein (GFP) fused to the nuclear membrane-anchored KASH domain (GFP^KASH^) in outer photoreceptors, as described previously^15^. Briefly, GFP^KASH^-tagged nuclei are isolated using anti-GFP antibodies and magnetic beads, allowing immunoenrichment of nuclei from specific cell types (Fig. 1B). We previously showed that this nuclei immuno-enrichment (NIE) approach can be used with chromatin-immunoprecipitation coupled with high-throughput sequencing (ChIP-seq) to obtain high quality data^15^. We examined H3K4me3 and H3K36me3 in photoreceptors at day 10 (young) and day 40 (old) post-eclosion because flies show changes in visual behavior and photoreceptor-specific gene expression between these ages^4^. In addition, we had available transcriptome and chromatin accessibility data for these same time-points in this genotype, allowing us to integrate these data with the ChIP-seq analysis in the current study.

**Figure 1:**
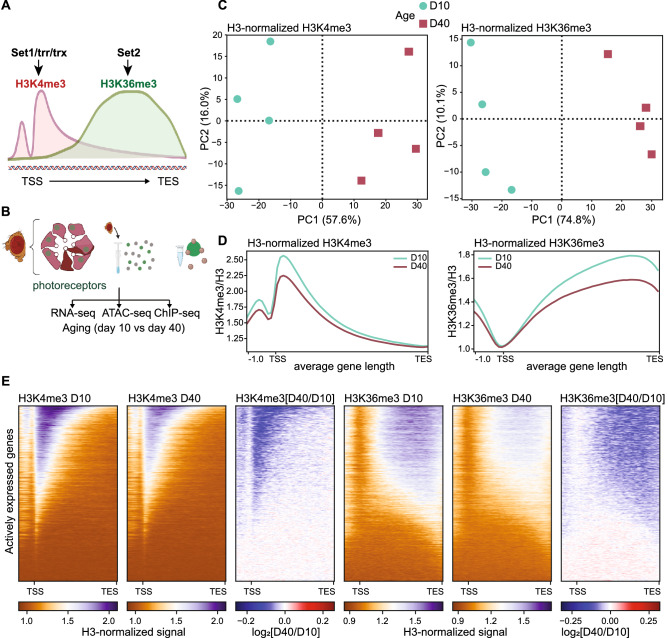
The active histone methylation landscape changes with age in photoreceptor neurons. (**A**) Diagram of the spatial distribution of active histone methylations around the gene body. In *Drosophila,* H3K4me3 is deposited by three enzymes (Set1, trr, trx), while H3K36me3 is deposited by Set2. TSS, transcription start site; TES, transcription end site. (**B**) Experimental diagram of nuclei immuno-enrichment protocol to purify aging photoreceptor nuclei. ChIP-seq analysis from the current study was integrated with RNA-seq and ATAC-seq from aging photoreceptors described in previously published studies. (**C**) Principal component analysis (PCA) H3- and CPM-normalized H3K4me3 (left) and H3K36me3 (right) (n = 4; D10, day 10; D40, day 40). (**D**) Gene metaplot of the average H3- and CPM-normalized H3K4me3 (left) and H3K36me3 (right) signal over gene bodies for young and old flies (n = 4). (**E**) Heatmaps showing H3- and CPM-normalized signal for H3K4me3 or H3K36me3 at D10 and D40 at all actively expressed genes (blue-orange heatmaps, panels 1–2 and 4–5). Ratios (log_2_) of H3K4me3 or H3K36me3 changes between D10 and D40 are shown in the blue-red heatmaps in panels 3 and 6, representing the fold change signal in old relative to young flies with red indicating increase in active histone levels, and blue representing a decrease; no change is centered to white.

In addition to H3K4me3 and H3K36me3, we profiled histone H3 to account for age-associated changes in nucleosome occupancy, which has previously been observed in brain tissues and neural cells during aging^28^. We then obtained H3-normalized H3K4me3 and K36me3 signals for each of the four biological replicates. The genome-wide distribution of the H3-normalized H3K4me3 and H3K36me3 samples by principal component analysis (PCA) revealed that both histone marks clustered by age (Fig. 1C), with 57.6% and 74.8% of the variation explained by age for H3K4me3 and H3K36me3, respectively. Previous studies assaying genome-wide levels of chromatin marks during aging have shown there can be global changes associated with age^22,23,29,30^. To address this possibility, we had incorporated *Arabidopsis thaliana* chromatin to perform spike-in normalization (Supp. Fig. 1A), which can improve data analysis of experiments where global changes in signal are expected^31,32^. However, in our hands, we observed similar age-dependent differences in genome-wide distribution of the H3-normalized H3K4me3 and H3K36me3 data whether or not we used the spike-in normalization (Supplemental Fig. 1B), suggesting that this normalization approach was unnecessary for these data. Taken together, these data show that the active histone landscape of photoreceptor neurons changes with age.

### Aging photoreceptors experience a genome-wide decrease of histone methyl marks at actively expressed genes

H3K4me3 and H3K36me3 are deposited by enzymes that associate with the actively transcribing RNA polymerase II, and are considered marks of active transcription^12,33^. Thus, we evaluated levels of these marks over the gene bodies of actively expressed genes, based on expression levels of more than 5 transcripts per million (TPM) expression as quantified by RNA-seq^25^. As expected from previous ChIP-seq analysis of these marks in young photoreceptors, gene metaplots showed the characteristic enrichment patterns expected for H3K4me3 around the TSS, and H3K36me3 over gene bodies, with enrichment towards the 3’ end of genes. We found an age-associated decrease in total H3-normalized H3K4me3 and H3K36me3 signal (Fig. 1D), resembling the previous decrease in H3K4me3 and H3K36me3 levels observed using ChIP-CHIP analysis of aged *Drosophila* heads^22^. Importantly, this age-associated decrease was apparent with both merged (Fig. 1D) and individual biological replicates for each time point (Supp. Fig. 1C), and was still visible with spike-in normalization (Supp. Fig. 1D).

To test if this age-associated decrease in histone methyl marks was driven by a subset of genes, we obtained heatmaps of H3-normalized H3K4me3 and H3K36me3 signal at day 10 and day 40, where genes are sorted vertically based on their signal enrichment (Fig. 1E: orange-blue heatmaps). To quantify the loss of signal, we obtained log_2_-transformed ratios of H3K4me3 or H3K36me3 at day 40 divided by the corresponding signal at day 10 (Fig. 1E, log_2_ ratios: blue-red heatmap). These heatmaps revealed that nearly all actively expressed genes that were marked by either H3K4me3 or H3K36me3 showed a significant loss of signal with age. Based on these data, we conclude that *Drosophila* photoreceptors show a global decrease in active histone methylation marks during aging.

Since histone methylation levels are regulated by both their deposition by histone writers, and removal by histone erasers^34,35^, we next assessed if genes involved in maintenance of H3K4me3 and H3K36me3 showed changes in gene expression during aging, as measured by RNA-seq. We did not observe any significant decrease at the transcript level for the methyltransferases that deposit H3K4me3 or H3K36me3, and only one of the demethylases involved in H3K36me3 demethylation showed an increase in expression with age (Supp. Fig. 2). Further, there were no significant changes in protein levels of the three enzymes detected by proteomic analysis of the aging eye: trithorax *(Trx-FBgn0003862*), Lysine demethylase 5 *(Lid-FBgn31759),* and Lysine demethylase 2 (*Kdm2-FBgn0037659*)^36^. These data suggest that the decreased levels of H3K4me3 or H3K36me3 in aging photoreceptors are not simply caused by altered expression of the enzymes that deposit or remove these marks.

Taken together, we conclude that *Drosophila* photoreceptors show a global decrease in active histone methylation marks during aging that is not explained by changes in the expression of the methyltransferase and demethylase enzymes. Further, these data suggest that the global decrease in H3K4me3 and H3K36me3 observed in aging fly heads likely reflects, at least in part, decreases in levels of these active histone marks in the highly abundant photoreceptor neurons.

### Age-associated decreases in H3K4me3 and H3K36me3 do not correlate with changes in differential gene expression

Because H3K4me3 and H3K36me3 levels correlate with gene expression (transcript levels by RNA-seq) in young photoreceptors^15^, we next asked if the genome-wide decreases in the active histone methyl marks correlated with changes in gene expression. To do this, we compared our data with the genes that we previously identified as being differentially expressed between day 10 and day 40 in photoreceptors^25^. In that analysis, we had found that 13% of the 8680 expressed genes in photoreceptors were differentially expressed with age (adjusted p-value < 0.05, |FC|< 1.5), with 570 and 599 genes being down- or up-regulated, respectively between day 40 and day 10 (Fig. 2A). When we plotted H3-normalized H3K4me3 or H3K36me3 levels over the TSS (H3K4me3) or gene body (H3K36me3) for age up- or down-regulated genes relative to genes that were not differentially expressed (no change), we found that actively expressed genes showed age-associated decreases in H3K4me3 and H3K36me3 regardless of their differential gene expression status during aging (Fig. 2B). Moreover, when we examined chromatin accessibility changes obtained using ATAC-seq for differentially expressed genes, we found that there were modest decreases in chromatin accessibility around the TSS during aging at all genes, irrespective of their changes in gene expression (Fig. 2B, right panel). Supporting this decrease in overall levels of chromatin accessibility, we found that H3 levels slightly increased around the TSS when H3 ChIP-seq signal was normalized to input (Fig. 2C). We note that this increase in H3 is not sufficient to explain the decrease in H3K4me3 or H3K36me3 observed in aging, which are observed further downstream of the TSS.

**Figure 2:**
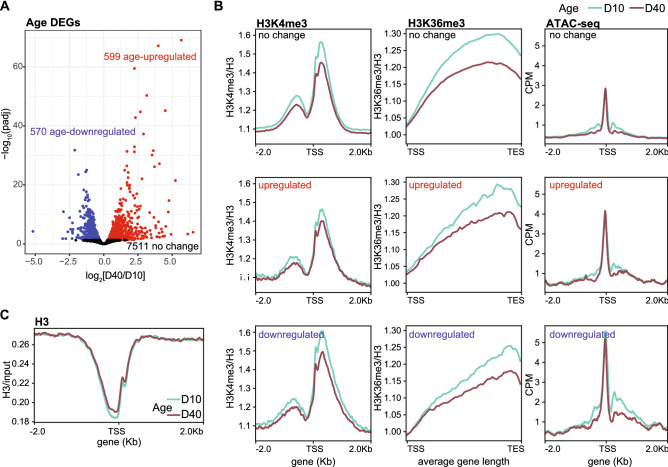
Actively expressed genes have decreased active histone methyl marks independent of their transcriptional status. (**A**) Volcano plot showing genes that were differentially expressed between D10 and D40 in photoreceptors. (**B**) Gene metaplots showing average H3-normalized H3K4me3 and H3K36me3 levels and ATAC-seq signal around the TSS (H3K4me3 and ATAC-seq) or over gene bodies (H3K36me3) at D10 and D40 for genes classified based on their differentially expression status with age as described in panel (**A**). (**C**) Gene metaplot of average chromatin input-normalized H3 signal (n = 4) for actively expressed genes with signal centered around the TSS.

These data argue that the decrease in H3K4me3 and H3K36me3 levels in aging photoreceptors does not directly contribute to changes in differential gene expression. However, we cannot eliminate the possibility that there are global decreases in transcription as photoreceptors age. The modest decrease in chromatin accessibility observed at the TSS at all expressed genes during aging indicates that there might indeed be some global decrease in active transcription with age. However, our current NIE-coupled RNA-seq approach is not compatible with spike-in controls due to the small amount of RNA used for generating libraries (10–30 ng total nuclear RNA), so we are unable to determine if there are global decreases in transcription in aging photoreceptors using these data. Despite these caveats, our data suggest that the deposition and/or maintenance of these active histone methyl marks becomes defective with increasing age in photoreceptors, raising the question as to whether this has any impact on other chromatin-associated processes.

### Elucidating the transcriptional response to decreased Set2/H3K36me3 levels in photoreceptors

To directly test the impact of decreased levels of a histone mark on the transcriptome of photoreceptor neurons, we sought to perform nuclear RNA-seq in photoreceptors with depleted H3K36me3. We co-expressed GFP^KASH^ with a shRNA that targets the Set2 transcript for degradation, enabling us to perform RNA-seq in photoreceptors with decreased H3K36me3. We focused initially on SET domain containing 2 (*Set2-FBgn0030486*) which is the sole histone methyltransferase in charge of depositing the third methyl group on H3K36 in *Drosophila*^20^. H3K4me3 can be deposited by three different methyltransferases, SET domain containing 1 (*Set1-FBgn0040022*), trithorax-related (*trr-FBgn0023518*), and trithorax (*trx-FBgn0003862*)^19^, and we will assess the individual impact of these three methyltransferases on the photoreceptor transcriptome in future studies.

We first tested efficiency of the shSet2 in larvae using the ubiquitous *tub-Gal4* driver, and observed significant decreases in both Set2 transcript levels using qPCR (Fig. 3A) and H3K36me3 levels relative to shControl, mCherry RNAi, as measured by western blot (Fig. 3B). To knock down Set2 specifically in photoreceptors, we next expressed shSet2 under the photoreceptor-specific *Rh1-Gal4* driver^37^. The *Rh1-Gal4* driver becomes active near the end of pupal development, allowing us to avoid disrupting eye development^37^. To test efficacy of the shRNA knockdown in photoreceptors, we monitored levels of photoreceptor-specific *Rh1-luciferase* in flies expressing shRNA against either luciferase or mCherry control. These data show that shRNA expressed under *Rh1-Gal4* become effective in adults by 2 days post-eclosion and remains effective throughout aging (Fig. 3C).

**Figure 3:**
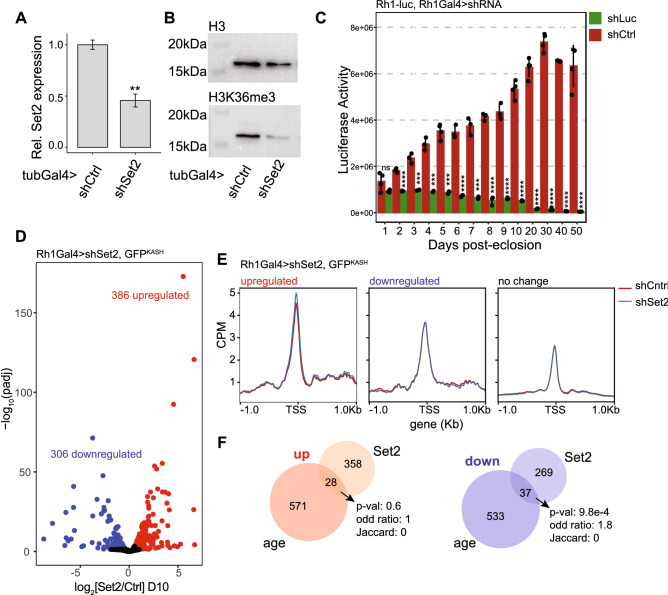
Photoreceptor transcriptome response to Set2 knockdown. (**A**) Bar plot showing qPCR analysis of Set2 transcript levels in larvae expressing a shRNA against Set2 (shSet2) or mCherry (shCtrl) under tubGal4 control (mean ± sdev; n = 3). Set2 transcript levels were normalized to the geometric mean of two reference genes (**p < 0.05, *t*-test). (**B**) Western blot showing H3K36me3 and H3 levels in shSet2 and shCtrl larvae, as in panel (**A**). (**C**) Bar plot showing luciferase activity in heads from Rh1-luciferase expressing flies that also express a shRNA against luciferase (shLuciferase) or shCtrl under Rh1Gal4 control at the indicated ages in days post-eclosion (mean ± sdev with dots representing individual biological replicates; *ns* not significant, ***p < 0.001, ****p < 0.0001, *t*-test, n = 3). (**D**) Volcano plot illustrating genes that were identified as differentially expressed in photoreceptors expressing shSet2 relative to shCtrl. (**E**) Gene metaplots of ATAC-seq signal in shSet2 and shCtrl photoreceptors in which genes are classified based on their differential expression status in the Set2 knockdown, as described in panel (**D**). (**F**) Venn diagram representing the overlap of genes that were differentially expressed (up- or down-regulated) in either aging (D40 vs D10) or upon loss of Set2 (shSet2 vs shCtrl). Overlap significance was obtained using a hypergeometric test with Jaccard index and Odds ratio are measurements representing similarity.

We next asked how decreased Set2 levels affected gene expression in photoreceptors, to test if decreased H3K36me3 had any contribution to changes in age-associated gene expression. We performed NIE-coupled RNA-seq of photoreceptors expressing shSet2 versus shControl in 10-day-old flies, when knockdown is efficient (Fig. 3C) but flies are still relatively young. 

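Counts from 3 shSet2 libraries, replicates 1, 2 and 3, were analysed here. The RNA came from photoreceptor nuclei of male flies aged 10 days and collected at zeitgeber time 6, which is 6 h after lights on. RNA-seq libraries of shControl photoreceptors were not analysed here, so every measured value describes the shSet2 side of the comparison. In nuclei immuno-enrichment (NIE), nuclei that carry GFP on their outer membrane are pulled out of a head homogenate with an antibody, so the libraries hold nuclear RNA of the cells in which Rh1-Gal4 is active. Each library was made from 10 ng of RNA. The authors deposited the number of reads counted on each of 13947 genes, listed by FlyBase identifier, without normalization. The paper's text does not name the aligner, the counting tool, the genome build or whether reads were counted by strand. The counts summed to 3657491 in replicate 1, 3794547 in replicate 2 and 4960498 in replicate 3. Counts were normalized as CPM on library sizes scaled by edgeR's TMM method, with factors of 1.009, 0.996 and 0.995. A total of 5802 genes had at least 10 counts in every library, and 8671 genes had at least 1 count in every library, the alternative that moved this number most. A count of 3, taken as the floor of detection, equals 0.820 CPM in replicate 1, 0.791 CPM in replicate 2 and 0.605 CPM in replicate 3 on the unscaled totals. Pearson's r of log2(CPM + 1) across the 5802 genes was 0.983 to 0.988 between pairs of replicates, where genes are not independent replicates. The libraries were treated as 3 separate samples because they are labelled as separate replicates. Each pair differed by more than read-counting noise (chi-square per degree of freedom from 5.42 to 12.5), which does not show that the RNA samples were separate. The biological coefficient of variation between them, from edgeR's common dispersion, was 0.132. It was 0.161 with replicate 2 left out, the alternative that moved it most.
Set2 (FBgn0030486), the gene targeted by the shRNA, had 313 counts in replicate 1, 370 in replicate 2 and 369 in replicate 3. Its level was 85.8 ± 11.6 CPM (SD, n = 3). By counts summed over the 3 libraries, it was at rank 1328 of the 5802 expressed genes. The size of the knockdown relative to shControl photoreceptors was not measured here.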

Using DESeq2, we performed differential gene expression analysis and found that that 8.8% of actively transcribed genes were differentially expressed in shSet2 relative to shControl, corresponding to 386 and 306 up- and down-regulated genes, respectively (adjusted p-value < 0.05, |FC|< 1.5) (Fig. 3D, Supp. Table 1), suggesting that the photoreceptor transcriptome responds to differential levels of H3K36me3. 

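The copy of Supp. Table 1 used here holds 1998 rows of the paper's 8989, so no overlap or enrichment test was run on it. The rows held include 386 genes that the paper lists as up and 306 that it lists as down, 692 in all. By the paper's listed log2 fold changes, 258 of the genes listed as up and 259 of those listed as down differ by at least 1.5-fold, and the other 175 called genes differ by less. Set2 is not among the 692 called genes or the other rows held, in which the paper's adjusted p-value reaches 0.408. For each row, the paper's baseMean (the mean normalized count over shSet2 and shControl libraries) and log2 fold change were turned into the shSet2 level that they imply for equal numbers of libraries. This level was set beside the mean of the 3 shSet2 libraries, scaled with DESeq2's size factors and by a common factor. Across the 1996 genes with a count, Pearson's r of the log2 levels was 0.997 and Spearman's rho was 0.999. With replicate 1 left out, the alternative that moved r most, r was 0.994. Genes are not independent replicates, and the paper's baseMean includes shSet2 libraries, so these values place the deposited counts beside the table and do not measure the fold change anew. The observed level was within 10% of the implied level for 71.8% of genes, and the median absolute log2 difference was 0.06.

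**Figure D1:**
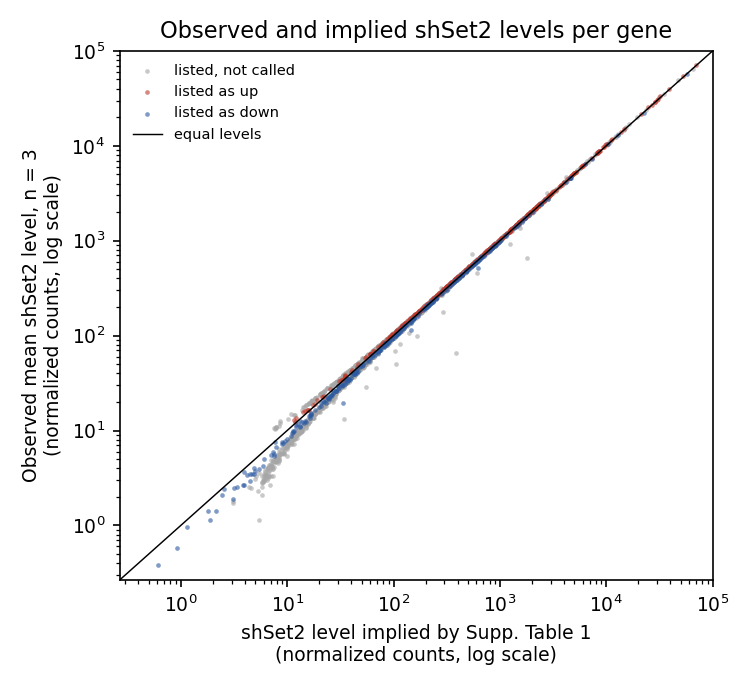
Observed mean level in the 3 shSet2 libraries (vertical axis, normalized counts, log scale) against the level implied by the paper's Supp. Table 1 (horizontal axis, normalized counts, log scale). Each point is 1 of 1996 genes, coloured by its listing in the paper's table, the line marks equal levels, and 71.8% of genes lie within 10% of it.

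The 5 genes with the largest log2 fold changes in the paper's table, among called genes with a baseMean of at least 100, were all well above the floor in shSet2 photoreceptors. Cipc (FBgn0051324), listed by the paper at 6.64, was at 354 ± 42.5 CPM (SD, n = 3). CG14556 (FBgn0039413), listed at 6.60, was at 57.0 ± 11.0 CPM. It lies within the span of Cipc in the Release 6 plus ISO1 MT annotation, so its counts are uncertain because the counting of overlapping genes is not stated. Rgk2 (FBgn0085419), listed at 4.04, was at 57.8 ± 7.85 CPM, and the other two were the clock genes cwo and tim. The 5 genes with the smallest log2 fold changes were CG12911, CG11425, CG11449, CG11438 and CG6912, which the paper lists at -7.85, -6.47, -6.44, -5.93 and -5.69. CG12911 (FBgn0033501) had 1, 0 and 2 counts in replicates 1, 2 and 3, at or under the floor in each library. The largest count of any of these 5 genes in a library was 11, for CG11438 in replicate 2. CG11425, CG11449 and CG11438 lie in 1 run of neighbouring genes that the paper lists as down throughout. They may therefore not be separate responses, and a strain difference between the shSet2 and control flies may also give such a run. From the genes that differ between shSet2 and shControl photoreceptors, the paper proposes that the photoreceptor transcriptome responds to the level of H3K36me3.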

We note that the shSet2 line that we selected targets both Set2 isoforms and does not have any described off-target effects; however the use of a single shSet2 line is a limitation of the RNA-seq analysis in the current study.

To test if these Set2-dependent changes in gene expression were regulated at the chromatin level, we next performed ATAC-seq in Set2-depleted photoreceptors under the same conditions as RNA-seq. Set2/H3K36me3 regulates chromatin accessibility over gene bodies in *Saccharomyces cerevisiae* by recruiting histone deacetyl transferase complexes (HDAC)^38–40^. Although in *Drosophila* loss of Set2 leads to increased histone acetylation^20^, ATAC-seq analysis of Set2-null or methylation-deficient H3K36R *Drosophila* larvae showed no changes in accessibility over gene bodies^41^. Similarly, when we analyzed our ATAC-seq signal over gene bodies, we did not observe any changes in shSet2 relative to shCtrl (Supp. Fig. 3), corroborating these previous observations. Thus, we instead examined the TSS-centered ATAC-seq signal, which positively correlates with transcript levels^15^, to compare changes in accessibility around the TSS for genes that were differentially expressed in shSet2 flies relative to shControl. At the TSS, we found that genes that were up-regulated at the transcript level, also showed higher accessibility (Fig. 3E). Thus, our data shows that loss of Set2/H3K36me3 leads to differential changes in active transcription. However, when we compared the Set2-dependent transcriptome with age-associated genes, we observed very little overlap (Fig. 3F), consistent with the lack of correlation between differential gene expression and the H3K36me3 decrease in aging photoreceptors. Because H3K36me3 is deposited after the passage of the elongating RNA polymerase II, it is unlikely that Set2 depletion directly contributes to changes in chromatin structure at the TSS, but rather plays an indirect role in transcriptional initiation regulation. Further, we conclude that the age-associated decrease in H3K36me3 in photoreceptors is not a major contributor to changes in differential gene expression or overall chromatin accessibility during aging.

### Set2/H3K36me3 contributes to the aging splicing landscape of photoreceptors

We next wondered if the decrease in H3K36me3 in aging photoreceptors might contribute to other chromatin-associated processes. Deposition of H3K36me3 has been shown to impact splicing by regulating exon selection^10,42^, and we have previously shown that aging photoreceptors undergo substantial changes in alternative splicing that contribute to decreased visual behavior^26^. Thus, we asked how loss of H3K36me3 in photoreceptors would impact splicing. Although our NIE-coupled RNA-seq approach includes intronic reads because it is a mixture of nuclear spliced and nascent transcripts, the majority of reads obtained are from spliced transcripts enabling us to examine splicing events in these data^26^. We performed splicing analysis using rMATS^43^, which has been shown to out-perform other splicing analysis packages^44^ including the JunctionSeq software that we previously used to analyze splicing in aging photoreceptors^26^. Notably, rMATS has the ability to detect different type of splicing outcomes, such as skipped exons and retained introns. Using rMATS, we identified 385 differential splicing events upon loss of Set2, including 146 skipped exon events (FDR < 0.05) (Fig. 4A, Supp. Table 2). When we analyzed splicing in young versus old photoreceptors (day 10 versus day 40), we identified 390 splicing events including 161 skipped exons (FDR < 0.05) (Fig. 4A, Supp. Table 3). Strikingly, when we compared the gene targets of these differential splicing events that occurred upon loss of Set2 or during aging, we observed a substantial overlap of 123 genes (Fig. 4B). In particular, the gene targets of skipped exon events exhibit a significant overlap with 92 common gene targets (adjusted p-value: 1.50E−56) at 43 common exons (adjusted p-value: 2.31E−100) (Fig. 4C, Supp. Fig. 5A). We confirmed two of these splicing events in Set2 knockdown eyes versus control using quantitative PCR (qPCR): *Gprk2* and *CG40498* (Supp. Fig. 5B). However, some other splicing events did not reach statistical significance in this qPCR analysis, potentially due to the cellular heterogeneity in the eye relative to our photoreceptor-specific RNA-seq analysis as observed in previous studies^26^. Skipped exon events are indicative of changes in exon selection, which has been shown to be regulated by Set2^10,42^, and can result in proteins with alternative functions. We note that many of the gene targets of these differentially regulated skipped exon events have key roles in photoreceptor function such as the calcium channel *trpl* or the G-protein complex subunit *Ggamma30A* that are involved in phototransduction (Fig. 4A).

**Figure 4:**
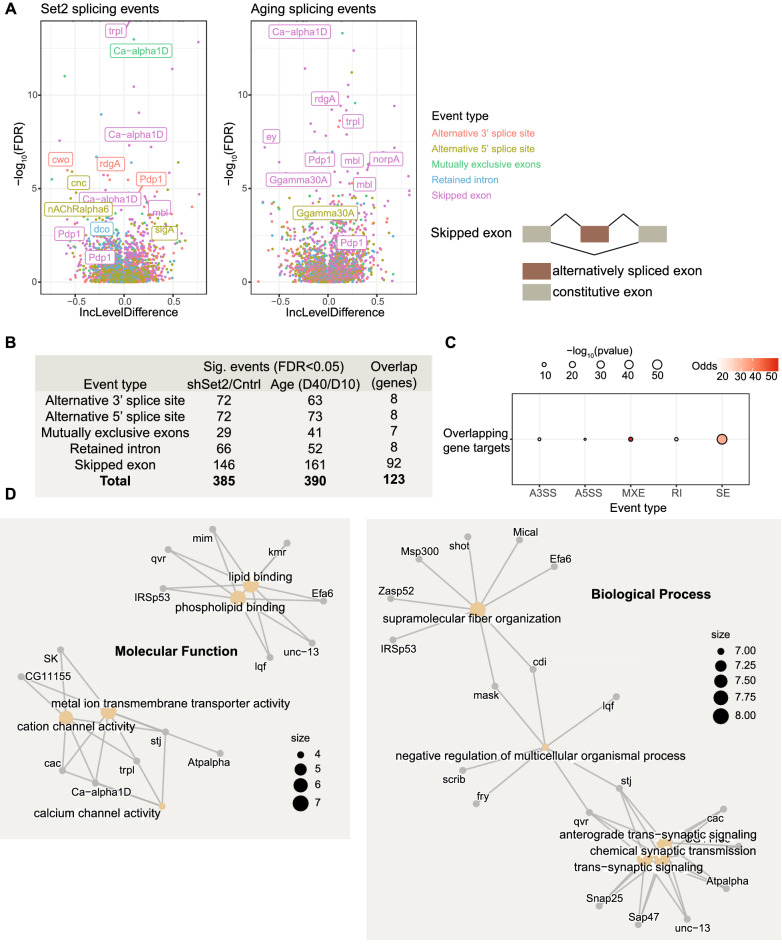
Set2 knockdown leads to differential splicing outcomes that resemble those observed in aging photoreceptors. (**A**) Volcano plot representing the differential splicing events identified in shSet2 versus shCntrl at day 10 (left) or aging (day 10 versus day 40) photoreceptors using rMATS. Splicing events are colored by event type, and genes important for photoreceptor function are highlighted. A schematic illustrating skipped exon events is shown to the right. (**B**) Table showing the total number of statistically significant events in each category identified using rMATS in aging (D40 vs D10) or upon loss of Set2 (shSet vs shCtrl). Overlapping gene targets for each event are shown in the right column. (**C**) Dot plot representing the overlap analysis of splicing events between aging and Set2-deficient photoreceptors. Statistical significance is obtained performing a hypergeometric test. A higher Odds ratio represents similarity between datasets, with values below 1 indicating no association. (**D**) Gene Concept Network (cnet) plots illustrating individual genes driving the statistically significant enrichment of GeneOntology (GO) Biological Process and Molecular Function terms identified for the shared splicing events for Set2 and aging**.**

To test if any biological process was enriched among these Set2- and age-regulated splicing events, we performed gene ontology (GO) term analysis. We found that gene targets of the overlapping splicing events were significantly enriched for biological processes and molecular functions important for neuronal function (Fig. 4D). These enriched GO terms included calcium channel activity, which is critical for phototransduction in photoreceptors, and synaptic signaling. Notably, the overlapping splicing events also impacted several genes that regulate gene expression processes in photoreceptors including the circadian regulator PAR domain protein 1 (*Pdp1-FBgn0016694)* and the splicing/circRNA binder muscleblind (*mbl*). We previously observed changes in the activity of the circadian clock transcription factors Clock and Cycle in aging photoreceptors^25^, and these data raise the intriguing possibility that alterations in histone methylation could impact the clock via splicing of circadian regulators. Moreover, our data suggest that loss of Set2 leads to changes in splicing that could have broad and indirect effects on gene expression because they affect proteins with key roles in regulating transcription and splicing. For example, *snRNP-U1-70K* (FBgn0016978), a spliceosome subunit that positively regulates visual function^26^, was downregulated upon Set2 knockdown (log_2_FC: − 0.5,adj.p-val:0.02). 

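In shSet2 photoreceptors, snRNP-U1-70K had 194, 206 and 284 counts in replicates 1, 2 and 3, a level of 54.9 ± 2.52 CPM (SD, n = 3). The paper's Supp. Table 1 lists it with a baseMean of 284.04, a log2 fold change of -0.50 (standard error 0.19) and an adjusted p-value of 0.0267. On the scale of that table, the observed shSet2 level was 232 normalized counts. If the paper's baseMean is the mean of equal numbers of shSet2 and shControl libraries, the control level is 336 normalized counts. The resulting log2 fold change was -0.53. The log2 shSet2 level had an SD of 0.07 between the 3 libraries. This is not the SD of the fold change, because the control level derived from baseMean also depends on the shSet2 level. The control side of the fold change rests on the paper's baseMean, so the fold change carries no error for the control libraries. With each replicate left out in turn, the fold change stayed between -0.59 and -0.48. The paper's baseMean, which includes shSet2 libraries, was unchanged in each case. The scale was fitted to levels that the paper's own fold changes imply. Neither the fold change nor its range is therefore an independent estimate.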

We propose that the decrease in H3K36me3 in aging photoreceptors contributes to changes in alternative splicing outcomes, with potential functional consequences for the function and integrity of photoreceptor neurons.

## Discussion

Here, we show that *Drosophila* photoreceptors undergo an age-associated decrease in two histone methylation marks associated with active transcription: H3K4me3 and H3K36me3. These age-dependent decreases in histone methylation were observed at all actively expressed genes and did not correlate with differential gene expression or chromatin accessibility. Although we cannot exclude the possibility that there are global decreases in transcription during aging, our analysis of photoreceptors with Set2 knockdown suggests that H3K36me3 does not directly contribute to age-dependent changes in gene expression changes or chromatin accessibility. Instead, we observe a significant overlap in splicing events between Set2 knockdown and aging photoreceptors, indicating that the decrease in H3K36me3 observed in aging photoreceptors contributes to age-dependent changes in alternative splicing. These data further suggest that the decrease in these two histone methylation marks in aging photoreceptors could have complicated and indirect effects caused by the interplay between these marks, and by Set2-dependent alterations in splicing of gene expression regulators.

Our analysis of aging photoreceptors largely resembles the observations previously reported for fly heads using ChIP-CHIP^22^, and is similar to reports for aging whole organism analysis of *Caenorhabditis elegans*^29^ and *S. cerevisiae*^45^ using ChIP-seq. Some studies examining muscle tissue in flies have reported increases in the heterochromatic H3K27me3 mark with age^23^, but no changes in H3K27me3 were observed in aging heads^22^. However, age-associated alterations in the distribution of other heterochromatic methyl marks such as H3K9me3 have been reported in heads^22^. In this study, we focused on only two histone methylation marks associated with active transcription, H3K4me3 and H3K36me3. Thus, our work raises an important question as to whether the decrease in histone methylation is limited to marks associated with active transcription, potentially reflecting decreased recruitment or transcription by RNA polymerase II^22^. Alternatively, the decrease in histone methylation might reflect changes in the activity or recruitment of the enzymes that deposit and remove these marks, although we did not observe changes in their expression at the transcript or protein level. The modest decrease in chromatin accessibility around the TSS in aging photoreceptors suggests that there might be an overall decrease in transcription as these neurons age, but it remains to be determined whether the observed decrease in histone methylation is a cause or consequence of this event.

Our observation that the overlapping splicing events common to Set2 knockdown and aging photoreceptors include many genes associated with phototransduction, and neuronal and photoreceptor function suggests that decreased H3K36me3 levels in aging photoreceptors might have broader long-term effects on photoreceptor homeostasis than initially suggested by the limited effect of Set2 knockdown on gene expression. Supporting this, we previously showed that proper splicing is critical for maintaining visual behavior and function in the aging *Drosophila* eye^26^. Although we focus on skipped exons i.e. alternative splicing events in this study, we previously showed that aging photoreceptors accumulate circRNAs^4^, which are generated from back-splicing events^46^. H3K36me3 has been implicated as a negative regulator of circRNA levels^47^, and one of the mRNAs exhibiting skipped exons under Set2-knockdown and aging encodes muscleblind (mbl), which sequesters circRNAs, and has eye- and brain-specific functions^48^. These data suggest one mechanism through which H3K36me3 decreases could contribute to more widespread alterations in the aging transcriptome, by impacting biogenesis of circRNAs, as well as the activity of circRNA binding proteins. Another overlapping splicing target between aging and Set2 knockdown was Pdp1, a component of the circadian clock that maintains the ~ 24 h periodicity of many biological processes^49^. Activity of the circadian clock transcription factors alters with age in photoreceptors, and disrupting the circadian clock in the fly or mouse eye results in progressive retinal degeneration^25,50^. Since we only examined one time point during the day in our RNA-seq studies, our data are insufficient to reveal any effect of Set2 depletion on circadian-regulated gene expression. However, alternative splicing of several core clock mRNAs affects circadian behavior^51–56^, suggesting that H3K36me3-dependent splicing events could impact the circadian clock. 

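The core clock genes per, tim, vri, Pdp1, cwo, Clk and cry were counted in the 3 shSet2 libraries, for which a single zeitgeber time is given. The level of tim (FBgn0014396) was 6411 ± 1170 CPM (SD, n = 3), that of Pdp1 (FBgn0016694) was 7147 ± 1099 CPM and that of vri (FBgn0016076) was 1157 ± 367 CPM. The gene cwo (FBgn0259938) was at 732 ± 123 CPM and per (FBgn0003068) at 568 ± 110 CPM. Clk (FBgn0023076) was at 230 ± 109 CPM and cry (FBgn0025680) at 16.6 ± 2.73 CPM. In replicate 1, vri had 748 CPM, against 1456 in replicate 2 and 1269 in replicate 3, whereas Clk had 354 CPM, against 186 and 149. The median SD of log2(CPM + 1) between replicates was 0.25 for the 7 genes, and 0.11 in the median random list of 7 genes matched on expression. This placed the 7 genes at percentile 99.95 of 10000 such lists, a description of these libraries. With replicate 2 left out, the alternative that moved it most, the percentile was 99.09. The 7 genes were chosen from the paper's Supp. Table 1, which lists each of them as up or down. The random lists were matched on expression and not on such a listing. The percentile therefore does not set clock genes apart from other genes listed as changed. The paper's Supp. Table 1 lists log2 fold changes of 5.53 for cwo, 4.54 for tim, 3.95 for per, 3.95 for vri and 2.81 for Pdp1. It lists -1.34 for Clk and -0.67 for cry. Whether these listed changes come from Set2 or from the time of collection was not tested here.

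**Figure D2:**
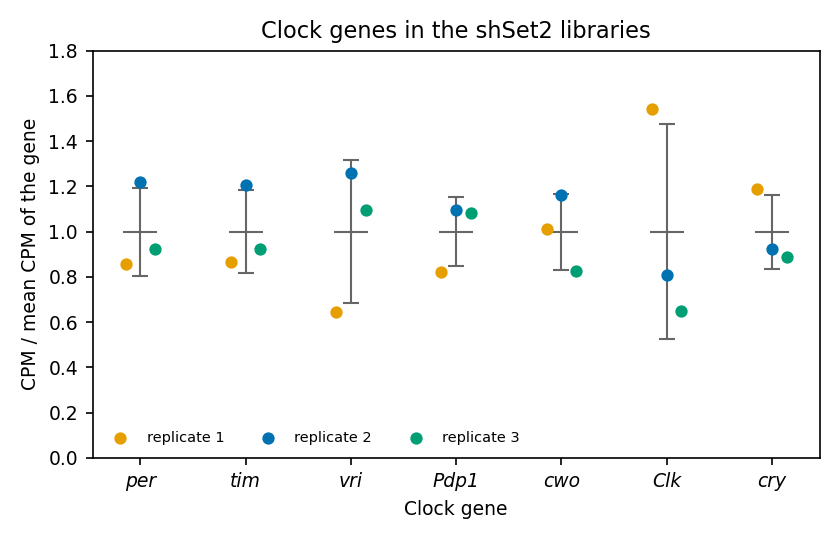
Level of each clock gene in the 3 shSet2 libraries, as CPM divided by the gene's mean CPM (vertical axis, ratio without unit). Points are single libraries, the horizontal mark is the mean and the bars are 1 SD (n = 3). Replicate 1 is at 0.646 for vri and at 1.54 for Clk.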

Alternatively, the decrease in H3K4me3 in aging photoreceptors could play a more important role in circadian-dependent gene expression. The mammalian H3K4me3 methyltransferase MLL1 (trx in flies) is required for expression of circadian clock output genes in mouse embryonic fibroblasts, and directly interacts with the transcription factors CLOCK-BMAL1 to deposit H3K4me3^57^. Moreover, in flies, loss of the histone H3K36me3 demethylases Kdm2 and Jmjd5, or the H3K4me3 demethylase Lid (human JARID1A), alters circadian behaviors^58–61^. JARID1A and JMJD5 are also necessary for circadian rhythms in mammals^62,63^. Comprehensive examination of the transcriptome over multiple time points during the day during aging will be necessary to determine how alterations in these histone methyl marks might impact circadian regulated gene expression.

Overall, our studies here show that aging photoreceptors experience a widespread decrease in chromatin modifications associated with active transcription. These findings are not unique to *Drosophila,* since analysis of aging tissues for *C. elegans,* mice and human have shown similar widespread changes in histone modifications together with changes in histone variants^64,65^. While we found no strong correlation between these changes in histone modifications and differential gene expression, our analysis suggests that H3K36me3 has an important role in regulating splicing outcomes in aging photoreceptors. Since differential splicing has been recently linked to aging and neurodegenerative disorders^42,66,67^, our studies suggest that H3K36me3 and Set2 could be interesting targets for modulation in the context of retinal and neurodegenerative disease.

## Materials and methods

### Drosophila

*Drosophila* stocks were raised and NIE and ChIP-seq performed as previously described^15,68^. The following genotypes were used: Rh1-Gal4 > UAS-GFP^KASH^ (*w*^*1118*^*;; P{w*^+*mC*^ = *[UAS-GFP-Msp300KASH}attP2, P{ry*^+*t7.2*^ = *rh1-GAL4}3, ry*^*506*^); Set2 RNAi (BDSC #42511; *y*^*1*^* v*^*1*^*; P{y*^+*t7.7*^* v*^+*t1.8*^ = *TRiP.HMJ02076}attP40*); mCherry RNAi (*yv; P{w*^*v*+^ = *[UAS-mCherry-RNAi]}attP2*)^26^; Rh1-luciferase (*P{w*^+*mC*^ = *Rh1-Ffluc}3*)^26^.

### Quantitative PCR

qPCR was performed as previously described^15^. Primer sequences are provided in Supp. Table 4.

### Western blot and luciferase assays

Histones were extracted using a modified acid extraction protocol. Briefly, five third instar larvae were homogenized in 200 µL of Extraction buffer (1× PBS, 0.5% Triton X-100, 2 mM PMSF) using a motorized pestle motor, and incubated for 10 min at 4 °C with constant rotation. Samples were centrifuged at 6500×*g* for 10 min at 4 °C and the pellet was resuspended in 100 µL of 0.4N HCl and incubated on ice for 5 min, followed by centrifugation at 6500×*g* for 10 min at 4 °C. The supernatant was transferred to a fresh tube and neutralized with NaOH, then analyzed by SDS-PAGE and western blotting using H3 (Abcam; ab1791) and H3K36me3 antibodies (Abcam; ab9050). Luciferase assays were performed as previously described^26^. Full western blots corresponding to cropped panels are shown in Supp. Fig. 4.

### NIE and ChIP-seq and bioinformatics analysis

NIE and ChIP-seq was performed as previously described^15^. Detailed ChIP-seq instructions are available at: https://www.protocols.io/view/in-vivo-tissue-specific-chromatin-profiling-in-dro-kxygxp1d4l8j/v1. ChIP-seq and RNA-seq analysis was performed as previously described^15,25,69^. RNA-seq significance thresholds were based on absolute fold change ≥ 1.5, and adjusted p-value ≤ 0.05. Splicing analysis was performed using rMATS (v4.1.2)^43^. Heatmaps and gene metaplots were generated using deepTools package plotProfile and plotHeatmap^70^.

## Supplementary Information

Supplementary Information.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

Supplementary Table 4.

## Data Availability

Photoreceptor ChIP-seq data for aging H3, H3K4me3, and H3K36me3 is available from the Gene Expression Omnibus (GEO) repository under series accession number GSE202050. RNA-seq and ATAC-seq data for Set2 knockdown photoreceptors versus control are available under GSE202053 and GSE174491. Previously published RNA-seq and ATAC-seq expression data are accessible under: GSE169328 (D10 ATAC-seq and RNA-seq), GSE184069 (D40 ATAC-seq) and GSE174515 (D40 RNA-seq). Flies carrying UAS-GFP^KASH^, as well as additional flies with different KASH-tagged epitopes are available at Bloomington Drosophila Stock Center. Step-by-step protocols are available at dx.doi.org/10.17504/protocols.io.buiqnudw.

# Supplementary material for: Establishing the contribution of active histone methylation marks to the aging transcriptional landscape of Drosophila photoreceptors
**Source:** Sci Rep. 2023 Mar 29;13:5105. doi: 10.1038/s41598-023-32273-5

## **SUPPLEMENTAL DATA:**

**Supplemental Figure 1.** **A.** Experimental diagram of chromatin immunoprecipitation coupled with incorporation of exogenous *Arabidopsis* chromatin for spike-in normalization. **B.** PCA of spike-in and H3-normalized H3K4me3 and H3K36me3 samples during aging. **C.** Gene metaplots showing individual replicates used to compute the average gene metaplot in Figure 1D. **D.** Gene metaplots showing spike-in and H3-normalized H3K4me3 and H3K36me3 samples during aging.

**Supplemental Figure 2.** Boxplots of expression values (TPM, transcripts per million relative to day 10, set at one) for H3K4me3 and H3K36me3 writers and erasers. Differential expression analysis was used to determine statistically significant changes in gene expression between D10 and D40 samples. ns., not significant, \* adj.p-val<0.05, \*\* adj.p-val<0.005.

**Supplemental Figure 3.** **A.** Gene metaplot showing ATAC-seq signal (CPM) over gene bodies in photoreceptors expressing shSet2 versus shControl at day 10. **B.** MA plot showing significant changes in chromatin accessibility determined by ATAC-seq at peaks in photoreceptors expressing shSet2 versus shControl at day 10.

**Supplemental Figure 4.** Full panels for western blot showing H3K36me3 and H3 levels in larvae expressing a shRNA against Set2 (shSet2) or mCherry (shCtrl) under tubGal4 control as shown in Figure 3B.

**Supplemental Figure 5.** **A.** Genomic overlap analysis of spliced exons identified using rMATS. Only statistically significant exons (FDR<5%) were selected for overlap analysis using ChIPseeker. **B.** qPCR analysis of alternatively-spliced exons in control and Set2 knockdown flies. cDNA was prepared from four biological replicates of 20 eyes from D10 male flies. Data is plotted as the ratio of the level of transcript with the alternatively-spliced exon included to level of the transcript without the exon included. ns., not significant, \* p-val<0.05, Student's t-test.

**Supplemental Table 1:** Differentially expressed genes in shSet2 photoreceptors versus shControl.

**Supplemental Table 2:** Differential splicing events in shSet2 photoreceptors versus shControl.

**Supplemental Table 3:** Differential splicing events in day 10 versus day 40 photoreceptors.

**Supplemental Table 4:** qPCR primers used in this study.

**A**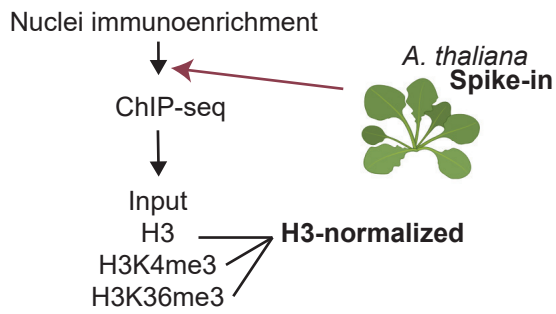**B**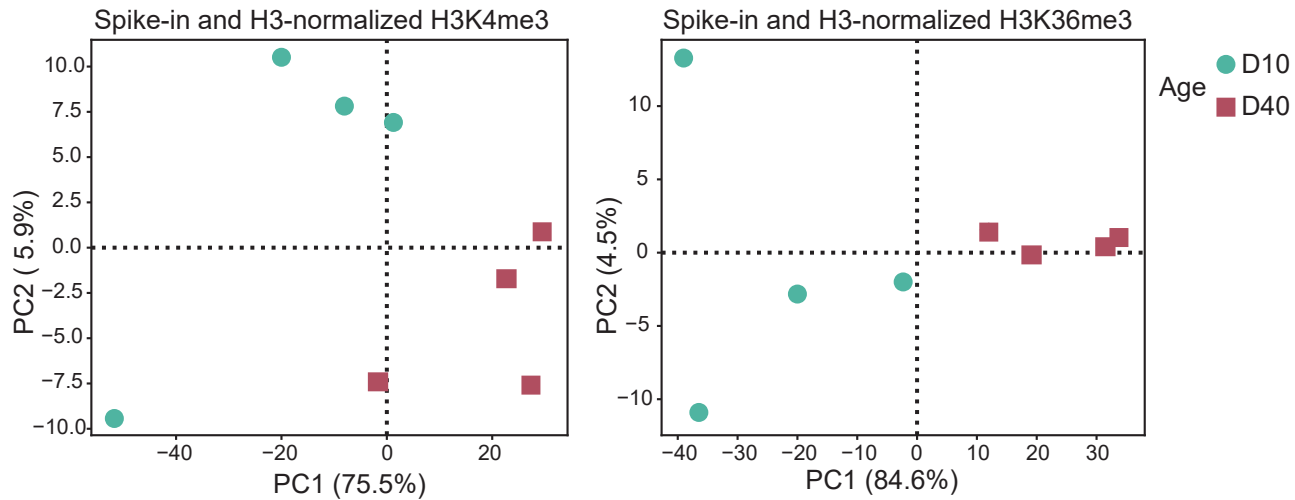**C**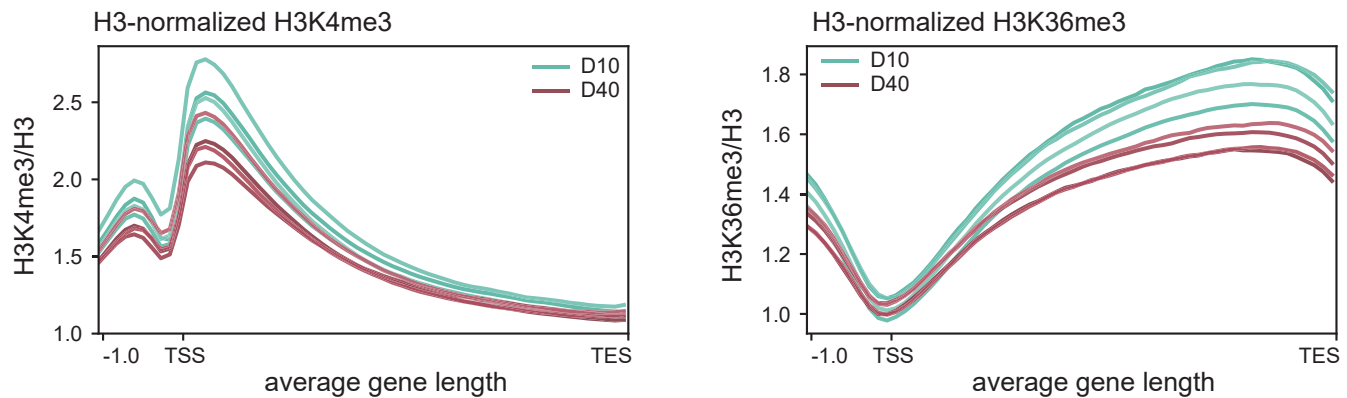**D**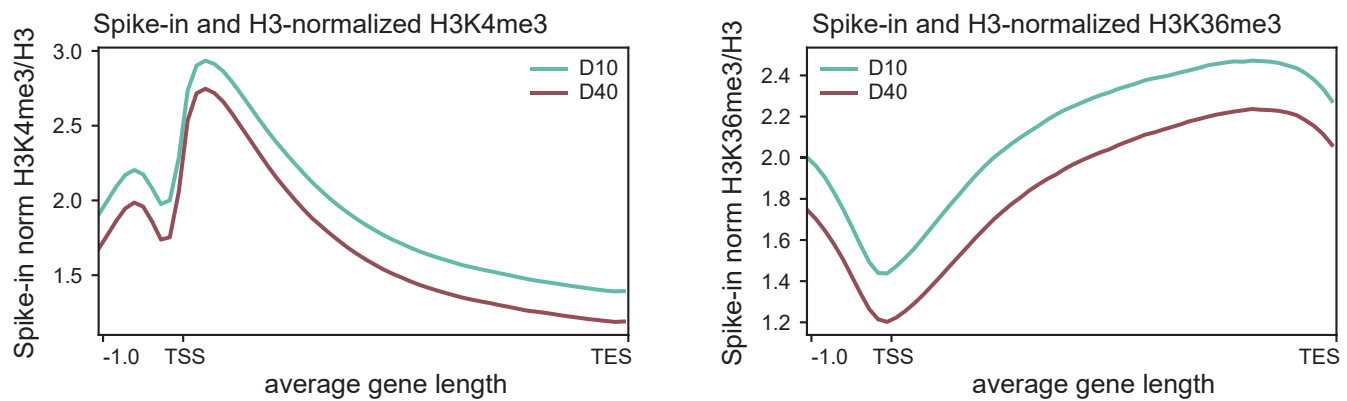

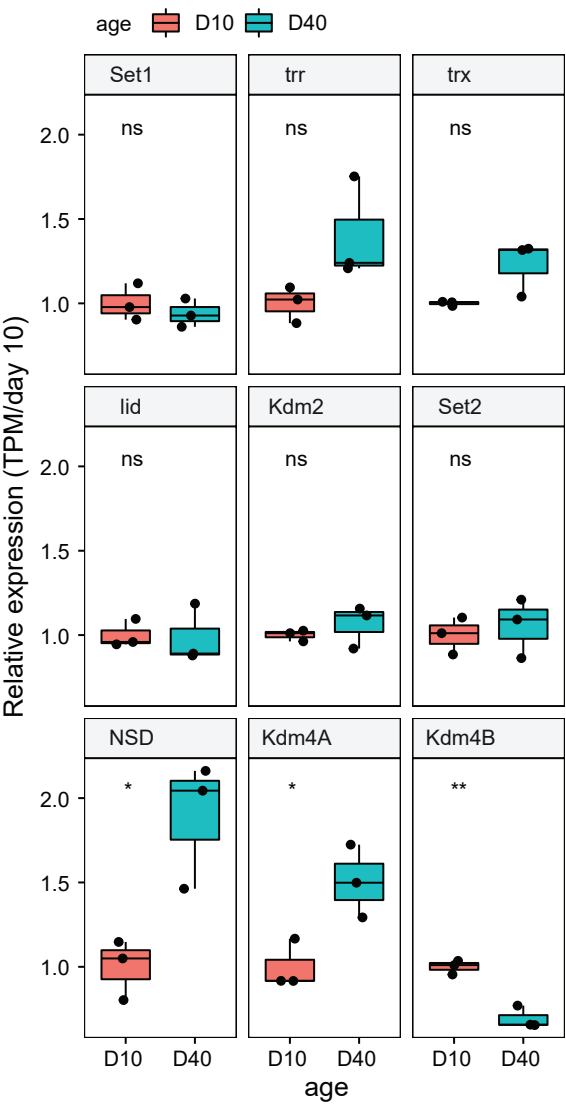

**A**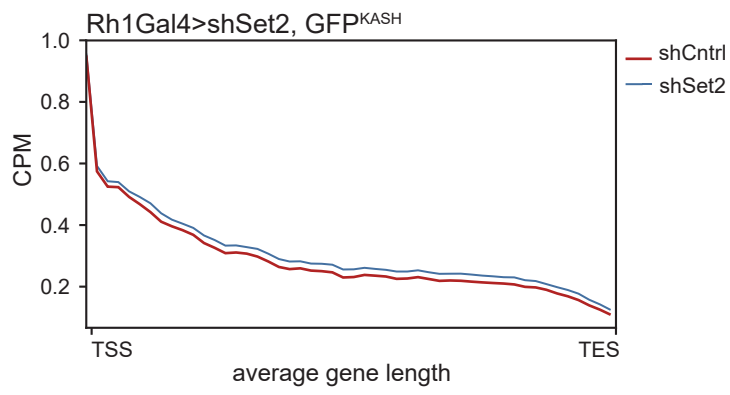**B**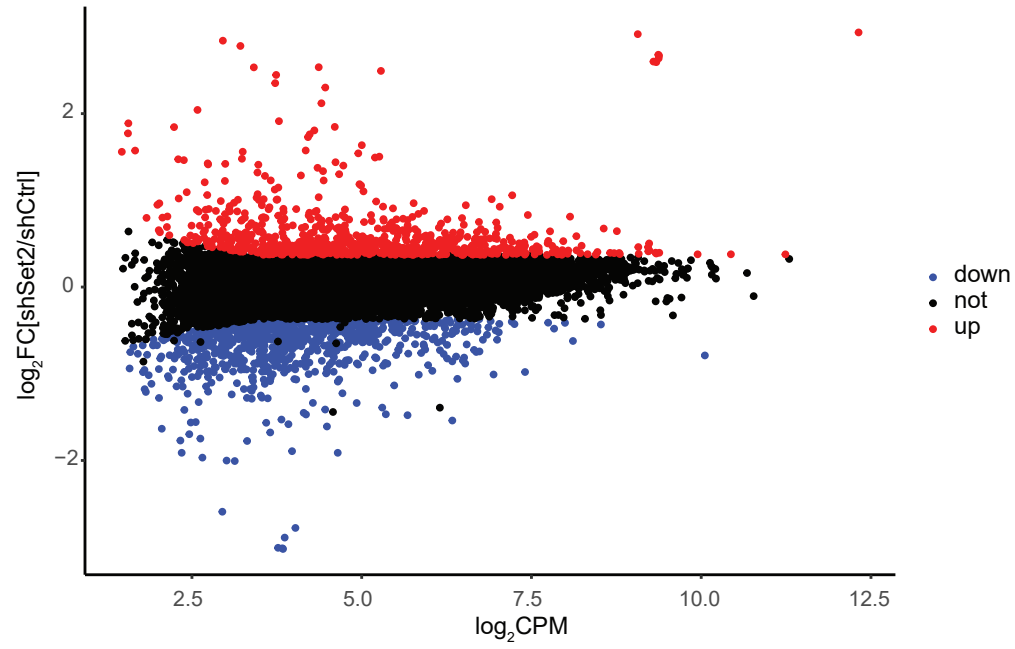

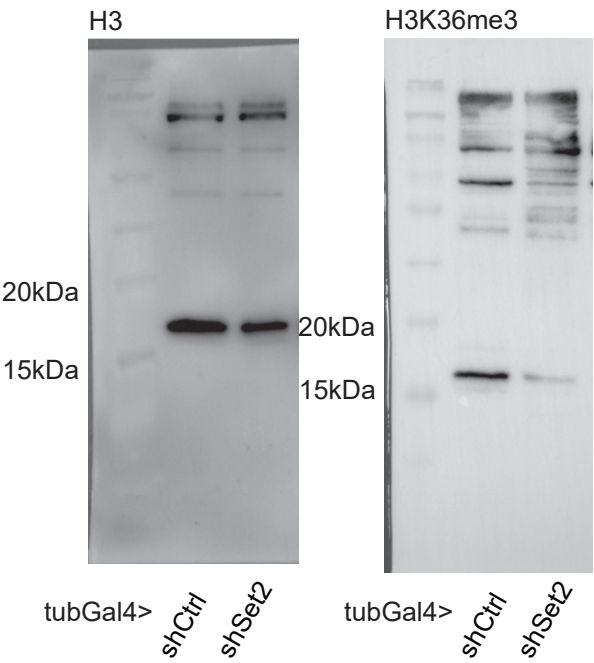

**A**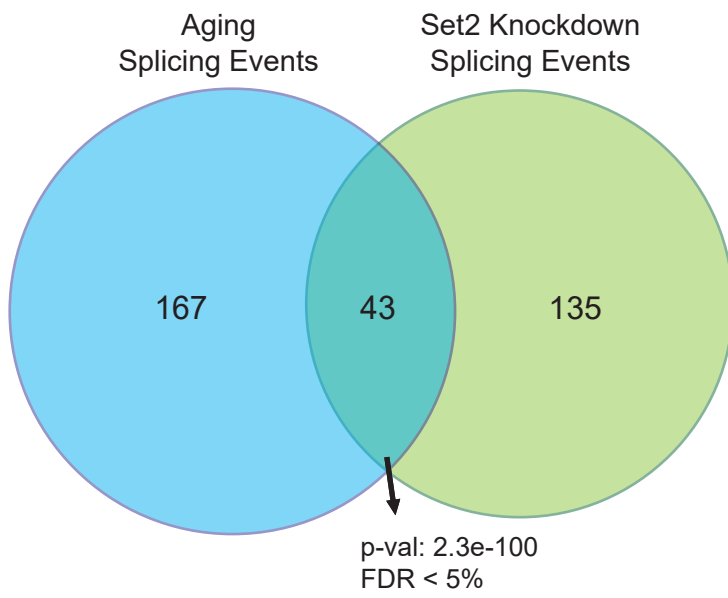**B**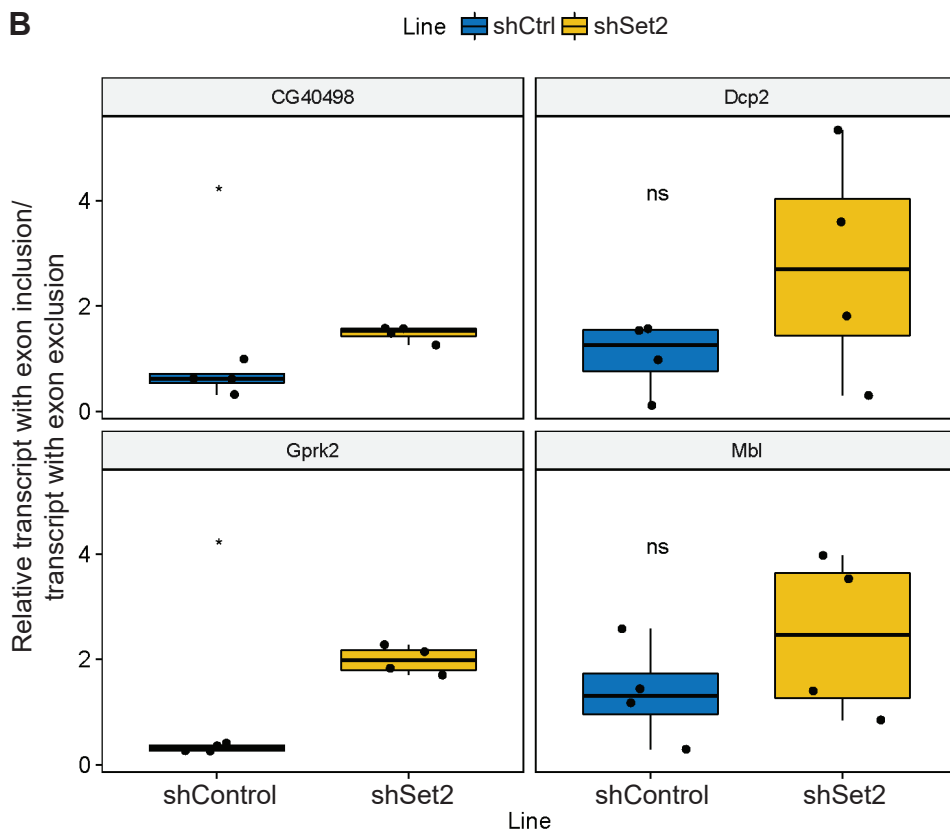

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

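The data are read counts per gene from nuclear RNA-seq of immuno-enriched photoreceptor nuclei that expressed shSet2, in 3 libraries from flies aged 10 days. The authors deposited whole-number counts for 13947 genes, without normalization. The paper states that RNA-seq analysis followed earlier studies and that genes were called with DESeq2. Its text does not name the aligner, the counting tool, the strandedness or the genome build of these counts. The deposited table also holds 1 blank row with no gene and no counts, which was left out. It holds 0 columns of other samples. ATAC-seq libraries of shSet2 and shControl photoreceptors, and RNA-seq libraries of shControl photoreceptors, were not analysed here. No test between shSet2 and shControl photoreceptors was therefore made from counts.

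The counts were analysed with edgeR 4.0.16 and DESeq2 1.42.0 in R 4.3.3, and with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 in Python 3.11.15. A gene was taken as expressed with at least 10 counts in every library. CPM were computed on total counts scaled by TMM factors. The between-replicate variation was estimated with edgeR's estimateDisp and a design with an intercept alone. The totals of 3657491, 3794547 and 4960498 counts set the precision. Shares of counts in single libraries are given with 95% Wilson intervals. These intervals and the floor of 3 counts cover counting error only, since the counts carry no molecular identifiers that were used here.

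Gene symbols were matched for 13884 of the 13947 identifiers, and 13870 of the symbols were found in the Release 6 plus ISO1 MT gene table, which was used for neighbouring and overlapping genes alone. The clock list was per, tim, vri, Pdp1, cwo, Clk and cry. Its median SD of log2(CPM + 1) between replicates was set against 10000 random lists matched on mean expression in 20 bins. Marker lists for outer and inner photoreceptors, glia, other neurons, fat body, muscle and hemocytes were also fixed. The genes named in the text are Set2, the histone methyltransferases and demethylases and the splicing targets that the paper names, the clock and marker lists, the 5 genes with the largest and the 5 with the smallest log2 fold changes among called genes with baseMean of at least 100 in the paper's Supp. Table 1, and the 3 genes with the most counts. Genes outside this rule, such as AGO2, r2d2, loqs, laza and Hsp70Ab, were chosen after their values were seen. The lists, the tests and the alternatives were set before the counts were examined, except where a test is said to have been chosen later. The clock list was drawn from the paper's Supp. Table 1, which was computed with shSet2 libraries. That list is therefore not independent of these data. The comparison of replicate pairs by chi-square and the fold change of snRNP-U1-70K derived from the paper's baseMean were added later.

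The alternatives were DESeq2's size factors or unscaled totals in place of TMM, other count minimums, no count minimum, a pseudocount of 0.1, 10 expression bins, and each replicate left out in turn. The spread used to judge a shift of the coefficient of variation and of the correlations was the SD of the 3 values with a replicate left out.

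The steps were tested on simulated counts drawn at the means and totals of the real libraries, with 200 genes changed by known folds. TMM scaling came within 0.323% of the true relative library sizes, against 5.31% for unscaled totals. A simulated coefficient of variation of 0.15 came back as 0.149 over 5685 unchanged genes. Of 100 random lists of unchanged genes, 6% reached percentile 95, with 5829 genes in the test.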

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

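The tests in this part were chosen after the values were seen. Groups of 3 libraries were not tested for single libraries that stand apart.

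The paper states that Rh1-Gal4 drives GFP^KASH in outer photoreceptors. Counts on the opsins of inner photoreceptors were above the floor in every library, and the paper's text does not discuss them. The paper's Supp. Table 1 lists all 4 lower in shSet2 photoreceptors, with log2 fold changes of -0.99 for Rh3, -0.67 for Rh4, -0.85 for Rh5 and -0.34 for Rh6, and calls Rh3 alone as down (adjusted p-value 0.00192). Rh3, Rh4, Rh5 and Rh6 together took 0.542% ± 0.13 (SD, n = 3) of the counts on ninaE, which encodes Rh1, and these 4 genes. The share was 0.690% (95% Wilson interval 0.599% to 0.795%) of 27394 opsin counts in replicate 1, 0.447% (0.378% to 0.528%) of 30878 in replicate 2 and 0.489% (0.430% to 0.556%) of 47069 in replicate 3. A count of 3 would be 0.011% in replicate 1. RNA from other cells is a possible explanation: 15 of the 20 marker genes of glia, other neurons, fat body, muscle and hemocytes had at least 10 counts in every library. This does not decide it, because libraries of other nuclei were not analysed here and photoreceptors themselves may express some of these genes. Reads shared between opsin paralogs are the other technical explanation. The ratio of inner opsin counts to ninaE counts differed 1.55-fold between the highest and the lowest library, and 3 single libraries and counts without reads cannot decide it. These explanations cannot be told apart here, and no biological explanation was tested.

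Dcr-2 had the most counts of all genes, 3.35% ± 0.17 (SD, n = 3) of each library's counts, and the paper does not discuss it. Its counts were 124918, 131544 and 156424 in replicates 1, 2 and 3. Reads running in from neighbouring genes are argued against: the highest of its 4 nearest neighbours in the Release 6 plus ISO1 MT annotation, Rab4, had 0.0942% of the Dcr-2 counts. A Dcr-2 transgene in the stock, often added to strengthen RNAi, is a candidate explanation that stays open. Dcr-2 was 326-fold above AGO2 in CPM, where AGO2 was the highest of its partner genes AGO2, r2d2 and loqs. The genotypes that the paper lists do not name such a transgene, and the reads that would show it were not analysed here. Dcr-2 is not among the rows of the paper's Supp. Table 1 used here.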

How the results depend on the processing

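No paired analysis was possible because only the shSet2 RNA-seq libraries have counts here, so no groups were compared. The mean TPM alternative for expressed genes was not run, because no exon lengths were used here. With 3 libraries in 1 group, no value here measures an effect of Set2.

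The number of expressed genes stayed within 1.5 times its main value under each of the 6 alternatives run, from 5901 to 8671 against 5802. The coefficient of variation ranged from 0.109 to 0.161 across the 3 fits that each left out one replicate, and was 0.145 with no count minimum and 0.132 with DESeq2's size factors. The highest value came without replicate 2, and the cause was not tested. Pearson's r of observed and implied levels ranged from 0.994 to 0.996 with a replicate left out, below the value of 0.997 with all 3, and Spearman's rho ranged from 0.996 to 0.998. Fewer libraries give a noisier mean, and part of the shift follows from that construction. The percentile of the clock list stayed above 95 under each of the 7 alternatives, from 99.09 without replicate 2 to 100 without replicate 3, and was 99.53 without replicate 1. The share of inner photoreceptor opsins was 0.529% of the summed counts, and 0.468%, 0.589% and 0.568% without replicates 1, 2 and 3, against 0.542% in the main analysis.

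None of the 132 alternatives with another scaling moved the mean CPM of one of the 66 named genes by more than 1 SD. Of the 198 alternatives that left out a replicate, 1 did, for Kdm4B without replicate 1 (163.5 against 164.9 CPM, SD 1.44). With unchanged scaling, leaving out 1 of 3 values cannot move their mean by 1 SD, so the others say little about stability. The log2 fold change of snRNP-U1-70K from the paper's baseMean stayed below 0 under each alternative. It was -0.58 on a scale taken from the genes listed with a log2 fold change of at least 3, an alternative chosen after seeing the data. The baseMean was the same in each, so these values are not independent of the paper's fold change.

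Depth limits the values of genes with few counts, such as the 5 genes with the smallest listed log2 fold changes, which had at most 11 counts in a library.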

Differences from the paper's values

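The copy of Supp. Table 1 used here holds 1998 rows, against the paper's 8989. None of the alternatives set before the data were examined bears on this number. The rows left out were not used here.

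The paper's methods state thresholds on both the adjusted p-value and the fold change for its called genes. Among the rows of its Supp. Table 1 held here, every one with an adjusted p-value of at most 0.05 is called. Of the 692 called genes, 175 have a listed fold change under 1.5. With both thresholds on the listed values, 258 genes listed as up and 259 listed as down would remain of the paper's 386 and 306. The listed log2 fold changes may be shrunken, as described below, and more genes could then pass on unshrunken values.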

Other observations

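In this part, Spearman's rho between the deviation of replicate 1 and the paper's log2 fold change was set as a test before its result was seen. So was the test of the standard errors in Supp. Table 1. The other tests, including rho within the up and down lists and the marker lists, were chosen after values had been seen.

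The clock genes differed between the shSet2 replicates more than other genes of their level. Library size or scaling as the cause is argued against: with each library centred on the list's own median, the list stayed at percentile 98.0 of random lists treated alike. Control RNA mixed into replicate 1 was tested on 133 called genes outside the clock list with a listed log2 fold change of at least 1 in size and baseMean of at least 100. Spearman's rho across these genes between the deviation of replicate 1 and the paper's log2 fold change was -0.43, which is the direction that mixing predicts. It was 0.36 for replicate 2 and 0.23 for replicate 3. A second test argues against mixing as the cause. The 10 genes that the paper lists at -5 or lower were counted in replicate 1 at 1.84% of the control level that the paper's table implies, whereas 48.2% of control RNA would be needed to lower vri as observed. The spread was also not confined to replicate 1, since the list was at percentile 99.53 without it. A different clock phase at collection may contribute: 6 of the 7 clock genes had the extreme in replicate 1 that a shift of phase predicts, with cwo the exception. Collection times of single libraries were not used here, so this cannot be tested further. Weaker Set2 knockdown in replicate 1 would leave more Set2 RNA there. Set2 was at 84.8 CPM in replicate 1, 97.9 in replicate 2 and 74.8 in replicate 3. Replicate 1 was thus at 0.982 times the mean of the others. This gives no sign of weaker knockdown, but 1 library cannot exclude it. Whether the clock genes differ from shControl photoreceptors because of Set2 or of the time of collection was not tested here.

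Beyond the clock list, replicate 1 leaned toward the control side across genes that the paper lists as changed. Of 76 such genes listed as up, 78.9% were lower in replicate 1 than in the mean of the others, with a median log2 deviation of -0.18. Of 57 listed as down, 22.8% were lower, with a median of 0.24. Within the lists, rho was 0.01 for the up genes and 0.12 for the down genes, so the higher of both, 0.125, leaves the lean between the lists. It did not grow with the listed fold change inside either one. More RNA of other cells in replicate 1 may contribute, since 5 of the 6 marker lists of other cell types took their highest share of counts there. Genes within a list differed. In the fat body list, apolpp was highest in replicate 1, at 776 CPM against 618 and 543 in replicates 2 and 3. Lsp2 was lowest there, at 10.0 CPM against 25.4 and 44.8. The 5 of 6 is a count over lists in 3 libraries and does not decide it.

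Observed shSet2 levels lay beyond the levels implied by the paper's Supp. Table 1, on a scale taken from 11 genes listed with log2 fold changes of at least 3. This held for 374 of 386 genes listed as up and 304 of 304 genes listed as down with a count. Shrinkage of the listed log2 fold changes is a possible explanation. Among the genes listed as down, the gap grew with the listed standard error (Spearman's rho 0.968 across genes). On the main scale set by the common factor, not that of the 11 genes, Hsp70Ab had the largest gap among genes with baseMean of at least 100. It was observed at 65.4 normalized counts against 385 implied, with a log2 fold change of -0.15 in the paper's table. Achl was observed at 662 against 1794 on the main scale. The Hsp70 genes are near-identical copies, so the count of Hsp70Ab is uncertain.

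A run of 6 neighbouring genes, CG11449, laza, CG11438, CG11437, CG11426 and CG11425 in the Release 6 plus ISO1 MT annotation, is listed as down by the paper throughout. Their counts summed over the 3 libraries were 14, 60, 22, 4, 30 and 7. On one side, beyond CG32450 with 0 counts, Ten-m is also listed as down, at -1.38, and had 1393 counts. On the other side, CG43312 had 0 counts and CG43331 had 9, and neither is in the rows held. That laza is missing in the shSet2 flies is argued against, because its lowest count in a library was 13. For the other genes of the run, whose highest count in a library was 18, absence and low expression cannot be told apart at this depth. A strain difference between the shSet2 and control flies may also give a run of 6 neighbouring genes that are low together. The paper's shSet2 and mCherry shRNA lines carry their insertions at different landing sites, and control libraries at the same landing site were not used here.

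The histone methyltransferases and demethylases that the paper names were expressed in shSet2 photoreceptors. The methyltransferase trx was at 283 ± 29.2 CPM (SD, n = 3), Set1 at 214 ± 17.9, trr at 127 ± 13.8, ash1 at 73.2 ± 2.95 and NSD at 26.2 ± 0.31. The demethylase Kdm4B was at 165 ± 1.44 CPM, Kdm5 (Lid) at 83.7 ± 3.16, Kdm2 at 70.4 ± 15.3, Kdm4A at 33.0 ± 2.42 and JMJD5 at 6.66 ± 0.62. None of these genes is called in the rows of the paper's Supp. Table 1 used here.

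Among the splicing targets that the paper names, mbl was at 15222 ± 2659 CPM, Ggamma30A at 12031 ± 913, trpl at 11598 ± 1433, lqf at 5025 ± 286, CG40498 at 140 ± 3.93 and Gprk2 at 107 ± 11.3. After Dcr-2, the genes with the most counts were Sh, at 18844 ± 1555 CPM, and norpA, at 16942 ± 782.

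The 8 genes of the outer photoreceptor list took 5.96% ± 0.12 (SD, n = 3) of all counts. They were ninaE, Arr1, Arr2, trp, trpl, inaD, norpA and ninaC. Whether the genes other than ninaE tell outer from inner photoreceptors was not tested here. This share therefore does not separate the 2 cell types. The gene ninaE alone took 0.844% of the summed counts. The 4 inner opsins took 0.00448% ± 0.00078. The share was 0.0131% ± 0.0024 for the 5 glial genes, 0.0103% ± 0.0018 for the 4 genes of other neurons and 0.0676% ± 0.011 for the 5 fat body genes, of which apolpp, at 646 ± 119 CPM, was the highest. It was 0.00530% ± 0.0034 for the 4 muscle genes and 0.00214% ± 0.00028 for the 2 hemocyte genes. Replicate 1 set the muscle value, which was 0.00335% without it. How many of these genes photoreceptors also express was not measured here.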
